# Linking Chromosomal Silencing With *Xist* Expression From Autosomal Integrated Transgenes

**DOI:** 10.3389/fcell.2021.693154

**Published:** 2021-06-18

**Authors:** Ikrame Naciri, Benjamin Lin, Chiu-Ho Webb, Shan Jiang, Sarah Carmona, Wenzhu Liu, Ali Mortazavi, Sha Sun

**Keywords:** *Xist*, X-chromosome inactivation, transgene integration, gene silencing, chromosome conformation

## Abstract

*Xist* is the master regulator of X-Chromosome Inactivation (XCI), the mammalian dosage compensation mechanism that silences one of the two X chromosomes in a female cell. XCI is established during early embryonic development. *Xist* transgene (Tg) integrated into an autosome can induce transcriptional silencing of flanking genes; however, the effect and mechanism of *Xist* RNA on autosomal sequence silencing remain elusive. In this study, we investigate an autosomal integration of *Xist* Tg that is compatible with mouse viability but causes male sterility in homozygous transgenic mice. We observed ectopic *Xist* expression in the transgenic male cells along with a transcriptional reduction of genes clustered in four segments on the mouse chromosome 1 (Chr 1). RNA/DNA Fluorescent *in situ* Hybridization (FISH) and chromosome painting confirmed that *Xist* Tg is associated with chromosome 1. To determine the spreading mechanism of autosomal silencing induced by *Xist* Tg on Chr 1, we analyzed the positions of the transcriptionally repressed chromosomal sequences relative to the *Xist* Tg location inside the cell nucleus. Our results show that the transcriptionally repressed chromosomal segments are closely proximal to *Xist* Tg in the three-dimensional nucleus space. Our findings therefore support a model that *Xist* directs and maintains long-range transcriptional silencing facilitated by the three-dimensional chromosome organization.

## Introduction

In 1961, Marie France Lyon proposed that in mammals, one of the two X chromosomes in females is inactivated to offset the difference in X-linked gene dose between male and female (Lyon, 1961). Such a dosage-compensation strategy is called X-chromosome inactivation (XCI). Cumulative studies have been conducted seeking to unravel the molecular mechanisms involved in XCI. One of the key factors of this process is the long non-coding RNA *Xist*—*X*-*i*nactive *s*pecific *t*ranscript, which is the necessary and master regulator of XCI in both mouse and human (Brockdorff et al., 1992; Brown et al., 1992). *Xist* is located on the X chromosome in the *X inactivation center* (*Xic*) locus that contains a cluster of five non-coding RNA genes, *Ftx*, *Jpx*, *Xist*, *Tsix*, and *Tsx*, which are involved in regulating XCI in eutherian mammals (Brockdorff et al., 1992; Brown et al., 1992; Wutz et al., 2002; Payer and Lee, 2008; Sun et al., 2013; Furlan et al., 2018). XCI occurs during early embryogenesis with the transcription of *Xist* and the upregulation of *Xist* RNA, which initiates a subsequent epigenetic modification and a *cis*-spreading of gene silencing across the future inactive X chromosome (Brockdorff et al., 1992; Brown et al., 1992; Marahrens et al., 1997). *Xist* RNA is also capable of inducing chromosomal silencing when it is ectopically transcribed from a transgene in an autosome, recapitulating the XCI effects outside the X chromosome (Lee and Jaenisch, 1997; Okamoto et al., 2005; Sun et al., 2015).

The efficacy of shutting down an entire chromosome addresses not only the genomic dosage imbalance of the sex chromosome, but also the chromosomal aneuploidies that have been observed as common causes for cellular defects during early embryogenesis. Indeed, *Xist*-mediated inactivation mechanisms have been applied for a potential “chromosome therapy” of Down syndrome (Jiang et al., 2013). Down syndrome is a genetic disorder derived from trisomy of chromosome 21, which induces intellectual deficiency, congenital heart defects, Alzheimer’s disease and other related health problems (Dierssen, 2012). By using zinc finger nucleases genome editing, a large inducible *Xist* Tg was integrated into chromosome 21 to silence genes on the extra chromosome in induced pluripotent stem (iPS) cells for human trisomy 21, which showed that transgenic *Xist* RNA can function on a human autosome for large-scale chromosome silencing. Importantly, the impairment proliferation associated with the overexpression of chromosome 21 and the neural rosette formation that are ameliorated upon induction of the *Xist* Tg point to a promising new treatment of Down syndrome (Jiang et al., 2013). However, such *Xist*-mediated silencing in autosomes can be highly variable in its extent of silencing and may be dependent on the transgene integration site, suggesting the involvement of other interacting molecules and chromosomal contacts in chromosome silencing (Kelsey et al., 2015). In short, the extent of *Xist*-mediated gene silencing on autosomes and the factors determining the silencing effects remain to be elucidated.

Here, we examine a specific case of *Xist* Tg integration in the mouse autosome. We used fluorescent-labeled DNA probes for localization of the *Xist* Tg in the cell nucleus, combined with RNA-sequencing for transcriptome profiling of the transgenic mouse cells, which allowed us to pinpoint the autosomal gene silencing and the integration site of the *Xist* Tg. By analyzing the nuclear distance between the *Xist* Tg and the autosomal genes, we determined the silencing effects of the ectopic *Xist* RNA in the three-dimensional space of the cell nucleus. The combined data of RNA-seq and fluorescent *in situ* hybridization thus elucidate the chromosome silencing effects induced by transgenic *Xist* expression from an autosomal site in mouse cells.

## Materials and Methods

### Mouse Fibroblast Cells

TgBAC8 mouse lines were generated and described previously as transgenic mice carrying 200 kb of sequence from *Xic* including *Xist* (Sun et al., 2015). C57BL/6J-TgBAC8-2087 line was used in this study, for which Tg2087/+ mice were crossed to wildtype C57B1/6J mice to obtain offspring that contain littermates of transgenic (Tg2087/+) and wildtype (+/+) animals. Tail tip fibroblasts (TTF) were isolated from tail tip tissues of transgenic and wildtype mice from the same litter and grown in DMEM medium containing 10% FBS supplemented with MEM non-essential amino acids, 25 mM HEPES pH 7.2–7.5, 0.1 mM 2-mercaptoethanol, penicillin, and streptomycin. TTFs were then immortalized with Simian virus 40 large T cDNA following the protocol as previously described (Brown et al., 1986). Transgenic samples and wildtype (control) samples were processed in parallel following the same procedure.

### RNA Preparation

Total RNA was extracted from cells grown on a 15 cm tissue culture plate using Trizol (Thermo Fisher Scientific), followed by DNase treatment using TURBO DNA-free^TM^ Kit (Thermo Fisher Scientific). Polyadenylated mRNA was isolated from total RNA using Dynabeads^TM^ mRNA Purification Kit (Thermo Fisher Scientific). RNA integrity was checked by Bioanalyzer (Agilent 2100), followed by fragmentation with Mg2+ -catalyzed hydrolysis.

### cDNA Library Construction

cDNA library was constructed as previously described (Mortazavi et al., 2008). In brief, the first-strand cDNA was reverse-transcribed with random primers, followed by deoxyadenosine (dA) addition and adaptor ligation. Then, an RNA gel-purified was performed for size selection of 300 bp, followed by UNG treatment for strand specificity and PCR amplification.

### High Throughput Sequencing

cDNA sequencing was performed as previously reported (Mortazavi et al., 2008). DNA quality and size were checked by Bioanalyzer (Agilent 2100), quantified by KAPA Library quantification Kit (Illumina), followed by sequencing on NextSeq500 (Illumina) using paired-end mode. The sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series Accession number GSE 156393.

### Data Analysis

Analysis of RNA-seq data was performed with the Bioconductor package Rsubread (index building, alignment with genome mm10). The count table was generated with the feature count function in R and the counts were converted into FKPM by using the R package “count to FPKM.” For differential gene expression, we used the package DESeq.

### Fluorescence *in situ* Hybridization (FISH)

DNA and RNA FISH were performed with probes generated using BAC clones as DNA templates (Sun et al., 2013). Mouse chromosome 1 BAC clones were obtained from the CHORI BACPAC Resources Center^1^ with the following ID numbers: RP24-402L7 (Segment A); RP24-159O10 (Segment B); RP24-232L18 (Segment C); RP23-2C9 (Segment E). Fluorescent Cyanine and Fluorescein probes were then generated using a Nick Translation Kit (Roche) supplemented with either Fluorescein-12-dUTP or Cyanine-3-dUTP (Enzo) according to the manufacturer’s protocol. Unincorporated nucleotides were removed using G-50 columns (GE). FISH probes were ethanol precipitated and resuspended in 50% formamide, 2xSSC pH7.4, 10% dextran sulfate, 1 mg/ml BSA, and 100 ng/μl mouse Cot-1 DNA. Transgenic and wildtype TTFs were grown on gelatin treated 10-well microscope slides (Fisher Scientific). Cells were permeabilized in the CSKT buffer at 4°C for 5 min and then fixed in 4% paraformaldehyde at room temperature for 10 min. For RNA FISH, slides were not denatured. For DNA FISH, slides were treated in 400 μg/ml RNaseA at 37°C for 30 min, followed by a PBS wash and a treatment with 0.2 N HCl 0.5% Tween-20 at room temperature for 10 min. The slides were denatured in 70% formamide, 2xSSC pH7.4 at 80°C for 10 min, followed by sequential dehydration in 70, 80, and 100% ethanol at 4°C. FISH probes of 10 ng/μl were denatured at 80°C for 10 min and then kept at 37°C for more than 15 min, and then loaded directly onto cell samples on the slides. With coverslips placed on top of the cells on the slides, hybridizations were carried out in a humidified chamber at 37°C for 16 h. Afterward, slides were washed with 50% formamide, 2xSSC pH7.4 at 37°C for 3 times, and then with 0.1xSSC pH7.4 at 37°C for 3 times. Slides were air dried and mounted in VECTASHIELD Mounting Media (Vecta Labs) with DAPI 1.5 μg/ml. Slides were visualized and imaged with Zeiss LSM780 and LSM700 confocal microscopes, and the images were processed with ZEN Software (Zeiss) and Volocity software (Perkin Elmer).

For dual-color DNA FISH, chromosome paints were purchased as XCyting Mouse Chromosome Painting Probes (MetaSystems): XMP X Orange D-1420-050-OR (Chr X); XMP Y Green D-1421-050-FI (Chr Y); XMP 1 Green D-1401-050-FI (Chr 1); XMP 4 Green D-1404-050-FI (Chr 4); XMP 9 Green D-1409-050-FI (Chr 9). For chromosome and *Xic* localization analysis, Z-section images were captured and analyzed within each individual section across all sections of the Z stack. In particular, co-localization events between the chromosome paint signals and the Xic signals were detected by examining the section images individually in Volocity software. Measurements between chromosomal segments (on chromosome 1) and the transgene were performed with 3D Image Analysis Tools in Volocity software. The BAC probes yield discrete pinpoint spots by DNA FISH and distances are measured by drawing a straight line between the center of each spot. Nuclei with more than two resolvable signals were scored. Cells that displayed two or more signals and the two shortest measurements between the chromosomal segment and the transgene were recorded and the average value was taken for each cell. The normalized distance was obtained by subtracting the median distance measurements across all WT cells from each averaged measurement for each TG cell. Statistical analysis was performed in R Studio.

## Results

### *Xic* Transgene Induces *Xist* Expression and Gene Silencing in an Autosome

Using transgenic mouse models, our previous work had defined a 200-kb *Xic* sequence including five lncRNAs (Figure 1A), which are sufficient to induce and maintain transgenic *Xist* expression from an autosome in both male and female mouse embryos (Sun et al., 2015). In this study, we analyzed the transcriptional consequence of the ectopic *Xist* expression in the transgenic mouse line Tg2087, which carries two copies of the *Xic* sequence integrated in a single autosomal locus. Hemizygous Tg2087/+ males are fertile, whereas homozygous Tg2087 males are sterile with defective sperm cells (Sun et al., 2015). We isolated tail-tip fibroblasts (TTFs) from the progeny of hemizygous Tg2087/+ crossed with wildtype, which produced equal frequencies of Tg2087/+ and +/+ offspring. A comparative gene expression analysis between transgenic and wildtype cells was performed using immortalized TTFs from Tg2087/+ and +/+ male littermates. The immortalized TTF cells were tetraploid due to SV40 Large T-transformation. As shown in Figure 1B visualizing *Xist* expression by RNA FISH, wildtype (WT) male cells showed no *Xist* signal, whereas the tetraploid Tg2087/ + male cells showed two *Xist* clouds. This confirms a stable transgenic *Xist* expression.

**FIGURE 1:**
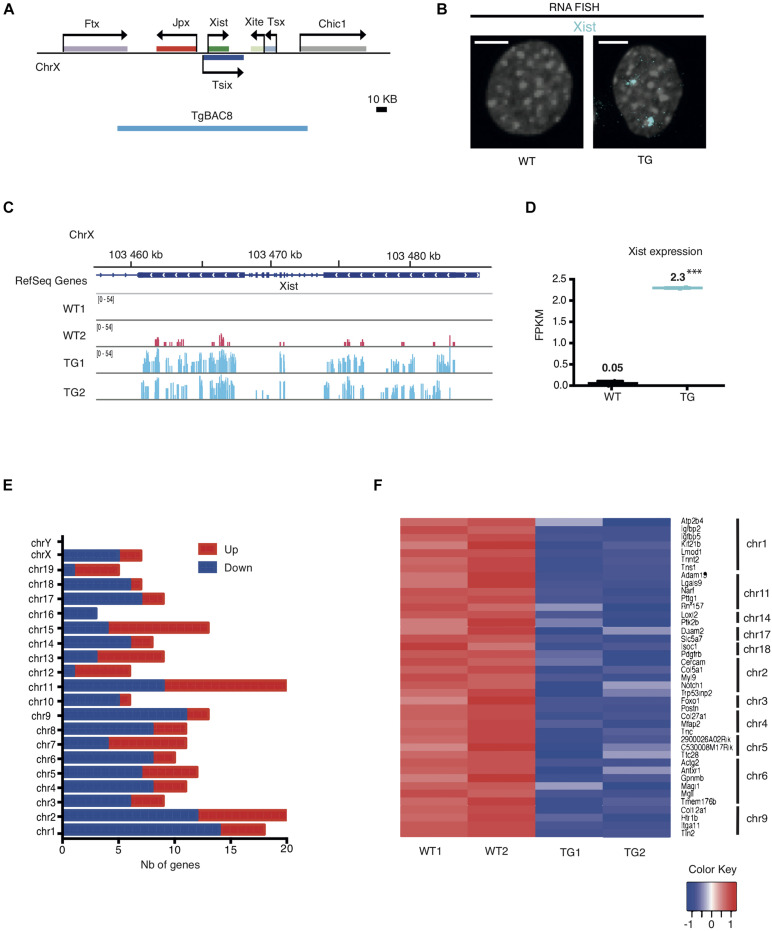
Integration of the *Xic* sequence in an autosome leads to differential gene expression in mouse fibroblasts. **(A)** Map of the *Xic* locus and the coverage of the 200 kb TgBAC8 (blue line), which includes the non-coding genes: *Xist*, *Jpx*, *Tsix, Xite*, and *Tsx*. The transgene construct TgBAC8 was used in generating transgenic mice as described in Sun et al. (2015). **(B)** *Xist* RNA FISH in male Tail Tip Fibroblasts (TTFs) isolated from wildtype and transgenic mice. The fluorescent Cy5-labeled Xist probe (cyan) detected *Xist* RNA as two “clouds” in the TG cell; no *Xist* RNA present in the WT cell. WT and TG male cells are tetraploid due to SV40 large T-transformation. The scale bar is 5 μm in length. **(C)** RNA-seq tracks showing *Xist* transcripts in WT and TG fibroblast samples in duplicate. **(D)** FPKM values for *Xist* transcripts in WT and TG fibroblast samples by RNA-seq. ^∗∗∗^*p* < 0.001. **(E)** Histogram depicting the number (Nb) of down- and up-regulated genes categorized by chromosomes in TG cells by RNA-seq. **(F)** Heatmap of individual genes with RNA-seq transcripts in WT and TG cell samples in duplicate. Down-regulated genes in TG samples that are less than 5 Mb apart within the same chromosome are shown. The color key box represents the log2 of the FPKM value.

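Tail tip fibroblasts (TTF) were isolated from male Tg2087/+ mice (TG) and their +/+ littermates (WT) and immortalized with SV40 large T, which left the cells tetraploid. The TG cells carry the TgBAC8 sequence of the X-inactivation center (*Xic*), with *Xist*, in an autosome. RNA of 2 WT and 2 TG libraries was converted to strand-specific, random-primed cDNA and sequenced in paired-end mode. The authors aligned the reads to mm10 with Rsubread, counted them per gene and converted the counts to FPKM, fragments per kilobase of gene scaled to the size of the library. The FPKM matrix lists 23924 genes, of which 15530 were above 0 in at least 1 library. At low expression the FPKM values of the libraries stood in ratios of whole numbers, and the whole reads behind them were worked out from these ratios. The libraries then held 9465712 reads in WT 1, 14639946 in WT 2, 11923758 in TG 1 and 11063020 in TG 2, of which between 98.98% and 99.06% were recovered on genes. TG was compared with WT by limma (linear model with an empirical Bayes variance trend) on log2(FPKM + 0.5) for the 11524 genes with a mean FPKM of at least 0.5, with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.01 and a log2 fold change of at least 1 in size were called down-regulated or up-regulated. An exact permutation test of 2 libraries against 2 cannot give a p below 0.333. The paper's text does not state whether the 2 libraries of a genotype came from separate animals, so it is not known whether the error between them includes the variation between mice.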

To investigate how ectopic *Xist* expression alters transcription of other genes, we performed total RNA sequencing on transgenic (TG) and wildtype (WT) samples in duplicate. Analysis of the RNA-seq results validated the *Xist* expression induced in transgenic male cells as compared to the wildtype controls. 

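The Y-linked genes were read in all 4 libraries. *Eif2s3y* lay between 10.1 and 12.9 FPKM, *Ddx3y* between 5.68 and 11.0 FPKM, *Kdm5d* between 4.55 and 5.38 FPKM and *Uty* between 1.26 and 2.29 FPKM. *Xist* lies on chromosome X of GRCm38, the assembly of mm10, from 103460373 to 103483233. *Tsix*, which is transcribed across *Xist* from the opposite strand, spans 103431517 to 103484957. Whether the authors' counting used the strand of the reads is not stated, so reads in the overlap cannot be assigned by strand here. Of the genes inside the transgene, *Tsix* and *Tsx* were listed at 0 in all 4 libraries, where a count of 0 allows up to 3 reads, and *Xite* is not listed. *Jpx*, from 103493558 to 103506425, had 3 reads in WT 1, 14 in WT 2, 20 in TG 1 and 28 in TG 2, and its mean FPKM was 0.174 ± 0.124 (SD, n = 2) in WT and 0.576 ± 0.165 (SD, n = 2) in TG. It did not reach the mean FPKM that the test required. *Ftx* and *Chic1*, which the paper does not name among the genes of the transgene and draws as reaching past its ends, had mean FPKM values of 0.380 and 0.453 in TG against 0.212 and 0.421 in WT.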

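*Xist* was listed at 0 FPKM in WT 1 and at 0.108 FPKM in WT 2, which correspond to 0 and 28 reads. A count of 0 in WT 1 allows up to 3 reads, or 0.0178 FPKM. At the depth of WT 1, the level of WT 2 would have given 18.1 reads, and the split of the reads between the WT libraries differed from the split of their depths (exact binomial test, two-sided, p = 1.42e-06). The level in WT 2 was 4.92% of the mean TG level, with an exact 95% confidence interval from 3.25% to 7.15% that covers counting error only. Among the 8733 genes with at least 100 reads in each TG library, the lowest level in WT 2 relative to TG was 4.88%, for *Ramp3*.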

As shown in Figures 1C,D, WT male fibroblasts had no or only baseline expression of *Xist*. By contrast, TG male fibroblasts exhibited a significant increase of *Xist* transcripts. 

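*Xist* reached 2.31 FPKM in TG 1 and 2.28 FPKM in TG 2, from 489 and 449 reads. Its log2 fold change between TG and WT was 2.34 (standard error 0.40, adjusted p = 0.0112 from limma with Benjamini-Hochberg adjustment), higher in 2 of 2 TG libraries than in both WT libraries. The fitted value depends on the pseudocount, since *Xist* is near 0 in WT, and was 1.65 with a pseudocount of 1 and 4.06 with 0.1. The adjusted p lay above the threshold of 0.01, so *Xist* was not among the up-regulated genes. The alternative that moved it most was limma's voom method on the recovered reads, chosen after seeing the data, which gave a log2 fold change of 6.55 with an adjusted p of 2.4e-04. Over the other alternatives, the adjusted p ranged from 0.0101 to 0.0475.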

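Across the tested genes, the 2 WT libraries had a Pearson correlation of 0.978 in log2(FPKM + 0.5) and the 2 TG libraries of 0.976. The 4 pairs of a WT and a TG library lay between 0.957 and 0.959. These correlations are across genes, which are not independent replicates. The SD of the log2 difference was 0.447 between the WT libraries, 0.463 between the TG libraries, and 0.607 to 0.622 between WT and TG libraries. A total of 2339 genes were lower in both TG libraries than in both WT libraries and 3480 were higher, where chance gives 16.7% of the tested genes in each direction. The median log2 fold change of all tested genes was 0.071.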

Comparative gene expression analysis identified differentially expressed coding and non-coding genes in TG as compared to WT. 

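By limma, 54 genes were down-regulated and 70 genes were up-regulated in TG. As ratios, both counts moved most with the filter on low values: when the 15530 genes above 0 in at least 1 library were tested, 1 gene was down-regulated and 0 genes were up-regulated, against 222 and 429 genes past the fold change threshold at an unadjusted p under 0.05. The split between directions depended on the scaling of the libraries, with 55 down-regulated and 47 up-regulated genes after quantile normalization. Limma's voom method called 153 genes down-regulated and 126 up-regulated, and at an adjusted p under 0.05 there were 121 and 229. The 5 largest falls among genes lower in every comparison of a TG with a WT library were those of *Igfbp5*, *Igfbp2*, *Srpx2*, *Eng* (log2 fold change -3.23, adjusted p = 8.1e-05) and *Thbs2* (log2 fold change -3.23, adjusted p = 2.9e-05). Among the largest rises were those of *Igfbp3* (4.16), *Ramp3* (4.01), *2200002D01Rik* (3.06) and *Igfbp6* (2.98), with adjusted p-values from 4.7e-05 to 0.0011.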

130 genes were down-regulated and 83 genes were upregulated in TG (with adjusted *p* < 0.01 and Abs(logFC) ≥ 1). In particular, chromosomes 1, 2, and 9 were associated with relatively higher numbers of down-regulated genes with 14, 12, and 11 down-regulated genes, respectively (Figure 1E and Supplementary Table 1). 

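Chr 1 carried 9 of the genes called down-regulated by limma, Chr 2 carried 4 and Chr 9 carried 5. Chr 6, Chr 7 and Chr 11 carried 5 each. Among the up-regulated genes, 4 were on Chr 1, 9 on Chr 2 and 0 on Chr 9. At an adjusted p under 0.05, the numbers of down-regulated genes rose to 13 on Chr 1, 11 on Chr 2 and 9 on Chr 9. Of the 130 genes in the paper's Supplementary Table 1, 128 passed the filter on low values, and all 128 were lower in TG in every comparison of a TG with a WT library. The paper picked these genes from the same 4 libraries, so their direction and calls here are not independent evidence. The limma test called 51 of them, 111 had an adjusted p under 0.05, and 115 had a log2 fold change of -1 or lower. With voom on the recovered reads, 126 of them were called. Of the genes called by limma, 3 are not in Supplementary Table 1.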

Further analysis showed that Chr 1 carried the most number of down-regulated genes that are physically linked: the heatmap which displays any down-regulated gene that is less than 5 Mb apart from another down-regulated gene within the same chromosome showed seven genes were clustered in Chr 1, and five and four genes clustered in Chr 2 and Chr 9, respectively (Figure 1F). These results indicate that the autosomal *Xic* transgene in Tg2087/ + maintained active transcription of *Xist*, which affected genome-wide expression with specific silenced genes mostly clustered in Chr 1, Chr 2, and Chr 9.

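A down-regulated gene was counted as clustered when the gap to another down-regulated gene of its chromosome was under 5 Mb. By this rule 6 genes were clustered on Chr 1, 3 on Chr 2 (*Foxs1*, *Trp53inp2* and *Myl9*) and 4 on Chr 9 (*Itga11* with *Tln2*, and *Col12a1* with *Htr1b*). The number was compared with 10000 random draws of as many tested genes from the same chromosome, one-sided. The draws gave a mean of 3.72 clustered genes on Chr 1 (permutation p = 0.177), 0.844 on Chr 2 (permutation p = 0.0468) and 1.60 on Chr 9 (permutation p = 0.103). These p-values are not adjusted for the 3 chromosomes. With a gap under 1 Mb, 4 genes were clustered on Chr 1 and 0 on Chr 2 and Chr 9. *Eng* on Chr 2 and *Cnn1* on Chr 9 lay 120 Mb and 40.6 Mb from the nearest down-regulated gene.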

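Over all chromosomes, 19 of the down-regulated genes lay within 5 Mb of another, where random draws that kept the number of genes per chromosome gave a mean of 14.5 and 95% of draws between 6 and 23 (one-sided permutation p = 0.164). For the genes of Supplementary Table 1 that were tested, the number was 60 against a mean of 61.3 in the draws (permutation p = 0.611), and for the genes called by voom it was 89 against 83.1 (permutation p = 0.218). The paper reasons from the transcripts of *Xist* in TG cells, the numbers of down-regulated genes on Chr 1, Chr 2 and Chr 9 and their spacing of under 5 Mb, and concludes that the autosomal transgene kept *Xist* active and affected expression across the genome, with silenced genes mostly in clusters on these chromosomes.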

Transcriptomic changes between TG and WT cells could be the result of both primary and secondary effects of transgene integration. To determine which chromosome was most affected by *Xist* transgene silencing, we applied three criteria: (1) the number of genes down-regulated within the chromosome, (2) the percentage of genes down-regulated out of all the genes within the chromosome, and (3) the number of down-regulated genes that are located in clusters within the chromosome. 

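The share of down-regulated genes among the tested genes of each chromosome was compared with that of all other chromosomes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 20 chromosomes. Chr 1 had an odds ratio of 3.44 (exact p = 0.00265, adjusted p = 0.0530). Over the 12 alternatives its adjusted p ranged from 0.0530 to 1, and it ranked first by number in 12 of them and by percentage in 11. For Chr 9 the odds ratio was 1.71 (exact p = 0.231, adjusted p = 0.684). No other chromosome had an adjusted p below 0.684.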

Using these three criteria, Chr 1 and Chr 9 were clearly the top candidates most affected by transgene silencing. 

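The file lists 1987 genes on Chr 2, of which 906 were tested. By number of down-regulated genes Chr 2 ranked sixth together with Chr 10, and by percentage it ranked ninth. Its odds ratio in Fisher's exact test was 0.935 (adjusted p = 1). The odds ratio passed to above 1 with a pseudocount of 1, where 0.552% of the tested genes were down-regulated.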

Note that the transcriptional silencing on Chr 2 appeared much less significant once the total number of genes on the chromosome was taken into account. Specifically, 0.7% of the genes on Chr 2 were down-regulated as compared to 1.2 and 1.0% of genes down-regulated on Chr 1 and Chr 9, respectively (Supplementary Table 2). Additionally, we also considered a less stringent cutoff threshold of Abs(logFC) = 0.5) for RNA-seq analysis. This led to slightly higher numbers of genes shown as down-regulated across most of the chromosomes, and moreover, chromosomes 1, 8, 9 were ranked together at the top with the highest percentages of down-regulated genes (Supplementary Table 2). However, Chr 8 was excluded for further analysis since the down-regulated genes on Chr 8 had only three of them being clustered within the chromosome. 

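By limma, 1.41% of the 638 tested genes on Chr 1 were down-regulated (95% Wilson confidence interval 0.744% to 2.66%). The share was 0.770% of 649 genes on Chr 9 (0.330% to 1.79%) and 0.442% of the tested genes on Chr 2 (0.172% to 1.13%). Chr 6 (0.904%) and Chr X (0.815%) lay between Chr 1 and Chr 9. The intervals of Chr 1, Chr 2 and Chr 9 overlap. The paper's percentages are of its total genes per chromosome. Of all genes of the file, limma called 0.669% on Chr 1, 0.379% on Chr 9 and 0.201% on Chr 2.

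**Figure D1:**
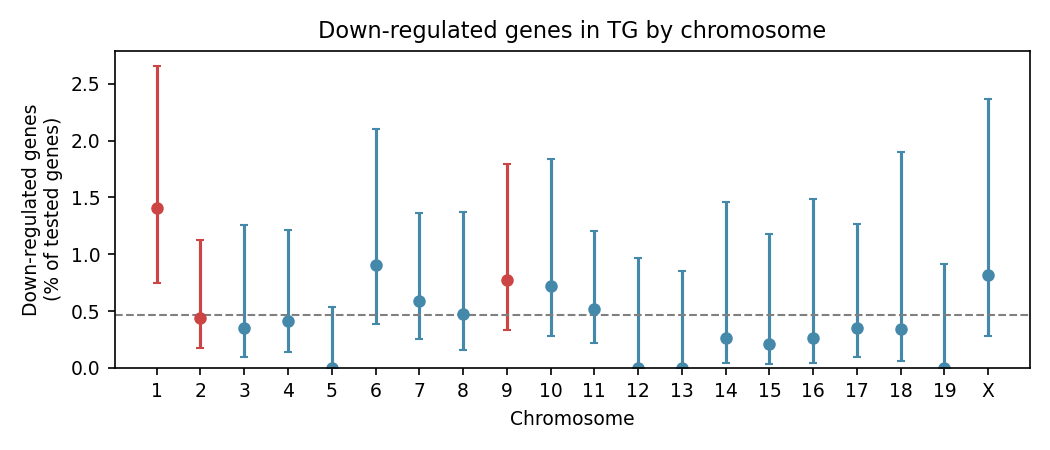
Percentage of tested genes called down-regulated in TG on each chromosome, with 95% Wilson confidence intervals as bars and the share over all chromosomes as a dashed line. Chr 1, Chr 2 and Chr 9 are in red, and Chr 1 has the highest point, at 1.41%.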

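At an adjusted p under 0.01, the cutoff of 0.5 called the same 54 down-regulated and 70 up-regulated genes by limma as the cutoff of 1. The shares of Chr 1, Chr 8 and Chr 9 were therefore unchanged, and Chr 8 ranked eighth with 0.470%. At an adjusted p under 0.05, the cutoff of 0.5 gave 15 down-regulated genes on Chr 1 (2.35%), 15 on Chr 8 (2.35%) and 14 on Chr 9 (2.16%). With voom on the recovered reads the numbers were 22, 20 and 25, or 3.45%, 3.13% and 3.85% of the tested genes.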

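The 3 genes called down-regulated on Chr 8 by limma were *Col4a1*, *Ces1g* and *Cdh11*. *Ces1g* and *Cdh11* lay closest, 9.29 Mb apart, and 0 of the 3 were clustered, where random draws gave a mean of 0.586. Of the 8 tested genes of Supplementary Table 1 on Chr 8, 2 lay within 5 Mb of another, against a mean of 4.10 in the draws. These 8 genes are those of the paper's cutoff of 1. At the cutoff of 0.5 the paper counts 18 down-regulated genes on Chr 8, whose clustering was not counted here.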

In all, we concluded that chromosomes 1 and 9 were most affected by the *Xist* transgene silencing in the TG male fibroblasts.

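Chr 9 ranked second by number of down-regulated genes, level with Chr 6, Chr 7 and Chr 11, and was the fourth by percentage. With the paper's own counts of down-regulated and total genes in Supplementary Table 2, Fisher's exact test gave an odds ratio of 1.96 for Chr 1 (exact p = 0.0229, adjusted p = 0.248) and 1.58 for Chr 9 (exact p = 0.173, adjusted p = 0.634). With the counts at the cutoff of 0.5 it gave an odds ratio of 1.48 for Chr 1 (adjusted p = 0.520), 2.02 for Chr 8 and 1.98 for Chr 9 (adjusted p = 0.0683 for both).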

### *Xic* Transgene Is Associated With Chromosome 1

Given the high occurrence of down-regulated genes clustered in Chr 1 and Chr 9 of Tg2087/+ cells, we examined whether the *Xic* transgene is integrated in either of the two chromosomes in Tg2087. To test the association of the *Xic* transgene with a specific chromosome, two-color DNA FISH was performed on Tg2087/+ cells using a combination of chromosome painting and *Xic* sequence-specific probes. Since the cells were tetraploids, probes for the *Xic* locus showed up as two spots in wildtype males and four spots in transgenic males (Figure 2A). Using chromosome X (Chr X) paint as a positive control, the dual-color DNA FISH showed the co-localization of two Chr X domains with two *Xic* sequence (Xic) spots in both WT and TG male cells: two additional Xic spots separated from Chr X were clearly present only in the TG cell (Figure 2B). By contrast, a negative control using chromosome Y (Chr Y) paint in combination with the Xic probes showed distinct localizations of two Chr Y domains in both WT and TG male cells: a total of four Xic spots were seen only present in the TG cell (Figure 2C). These control experiments validated the dual-color DNA FISH in not only detecting specific chromosomes but also determining their association with *Xic* in WT and TG cells.

**FIGURE 2:**
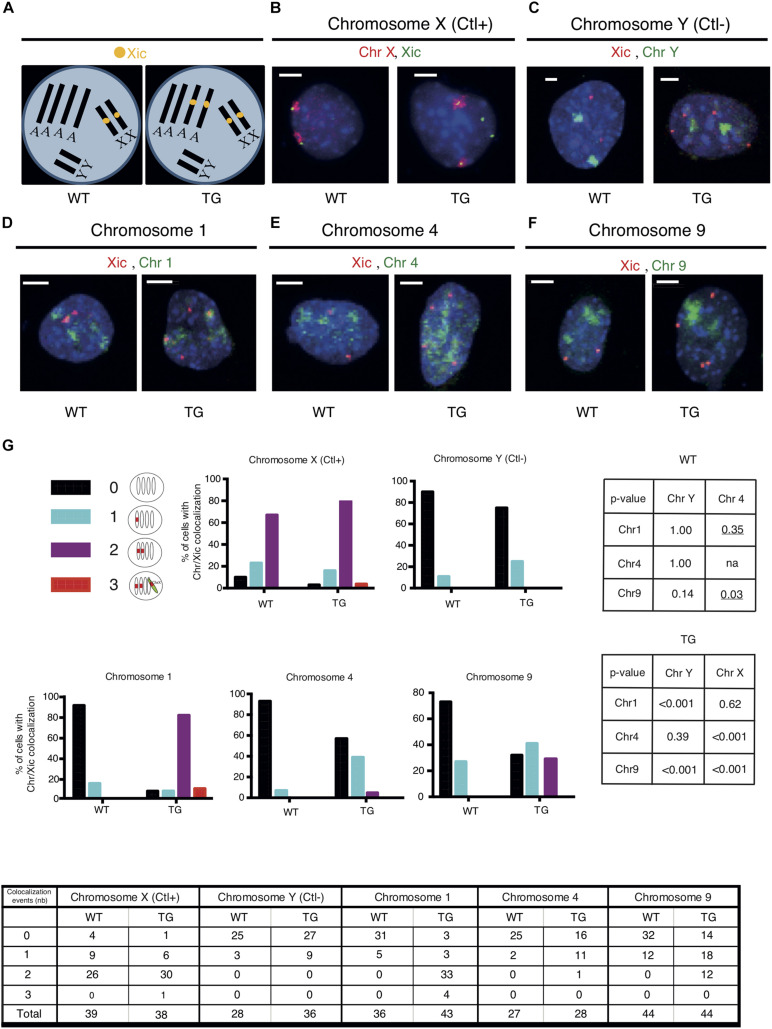
The *Xic* transgene co-localizes with chromosome 1 in TG male fibroblasts. **(A)** DNA FISH patterns are shown for Xic signals in WT and TG male TTFs with tetraploid chromosomes. There are four copies of each autosome and two copies of each sex chromosome. In WT cells, there are two copies of Xic signals corresponding to the endogenous *Xic*; in TG cells, a total of four Xic signals are present with two for the endogenous *Xic* and two for the *Xic* transgenes. **(B–F)** Dual-color DNA FISH was performed using chromosome paints in combination with Xic probes as indicated for WT and TG cells. Chromosome X was used as a positive control (Ctl+) for the endogenous *Xic* co-localizing with the X chromosome in both WT and TG cells; chromosome Y was used as a negative control (Ctl-) for the absence of co-localization between *Xic* and the Y chromosome in both WT and TG cells. Representative images are shown; the scale bar is 5 μm in length. **(G)** Summary of co-localization patterns and events. Numbers of co-localizations between Xic and chromosome paint signals within a cell nucleus are illustrated. Histograms depicting the percentage of cells with detected co-localization events are shown. *P*-values are shown in the tables for pairwise comparisons performed by Fisher’s Exact Test on the co-localization events in WT and TG samples: two-tailed *p*-values were used across all comparisons except where one-tailed *p*-values (underlined) were used when testing any increase of co-localization in the comparisons to Chr 4; na, not applicable. Cell numbers are listed in the chart.

To test whether the *Xic* transgene is associated with Chr 1 or Chr 9, we used chromosome paints specific for Chr 1 and Chr 9, which were each compatible with Xic probes for the dual-color DNA FISH on the Tg2087 TTF cells (Figures 2D,F). In addition, we used the chromosome paint specific for Chr 4 as a reference and control for any possible influence of chromosome size in resolving the DNA FISH signals combining Xic probes and chromosome painting (Figure 2E). Mouse chromosome 4 is 156.86 Mb, which represents the average size between mouse chromosome 1 (195.15 Mb) and mouse chromosome 9 (124.36 Mb) according to *Mus musculus* GRCm39 (Genome Reference Consortium Mouse Reference 39). The mouse chromosome paints (MetaSystems) specific for Chr 1, Chr 4, and Chr 9 were each compatible for hybridization together with the Xic probes in a dual-color DNA FISH process (Figures 2D–F). In WT cells, two Xic pinpoint signals corresponding to the two endogenous *Xic* loci on the two X chromosomes showed no obvious linkage to Chr 1, Chr 4, or Chr 9 chromosome paint signals. In TG cells, two out of the four copies of Xic pinpoint signals corresponded to the endogenous *Xic* and the other two Xic pinpoints corresponded to the transgenic *Xic*. As shown in Figure 2D, distinct associations between Xic pinpoints and chromosome paints were observed for two Xic signals and Chr 1 signals, consistent with the model illustrating *Xic* transgene in the autosome (Figure 2A). In comparison, associations between Xic pinpoints and the chromosome paints were much less obvious for Chr 4 and Chr 9 signals (Figures 2E,F), suggesting that the co-localization between Xic and chromosome paint signals is chromosome-specific and likely based on genetic linkage independently of the chromosome size.

An illustration of all co-localization patterns and quantitation of events observed are summarized in Figure 2G. The co-localization of three copies of Xic signals with chromosome paints observed in a few situations was likely due to transient proximity contacts between *Xic* and genetically unlinked chromosomal regions. Co-localization of two copies of Xic with chromosomes was observed in 77% of TG cells for Chr 1, very close to the co-localization observed for Xic with chromosome X in 79% of TG cells (*p* = 0.62). The distribution patterns observed thus suggest an association of Xic with Chr 1 very similar to the linkage of Xic with Chr X in the TG cells. As controls, in WT cells, the co-localization pattern of Xic with Chr 1 was the same as the pattern of Xic with chromosome Y (*p* = 1.000) and was significantly different from the pattern of Xic with chromosome X (*p* < 0.001). These data were consistent with the observation of endogenous *Xic* (on Chr X) separate from Chr 1 and Chr Y. Therefore, the strong co-localization of Xic with Chr 1 in TG cells indicates a linkage between the transgenic *Xic* and chromosome 1. By contrast, for Chr 4 and Chr 9, their co-localization with two copies of Xic appeared in only 4 and 27% of TG cells, respectively, both significantly less than the occurrence of co-localization between chromosome X and Xic (*p* < 0.001).

We noted that transient proximity contacts between a chromosome and the *Xic* sequence (endogenous or transgenic) would contribute to the observed colocalization events. In WT cells with the endogenous *Xic*, any co-localization between Xic and a non-X chromosome would indicate a transient proximity contact. As shown in Figure 2G, Xic co-localized with Chr Y in 11% of WT cells. In comparison, the frequency of such co-localization was very similar at 14% for Chr 1 (*p* = 1.00) and 7% for Chr 4 (*p* = 1.00) but appeared higher at 27% for Chr 9 (*p* = 0.14). Using Chr 4 as a reference for an autosome with its chromosome size ranked between Chr 1 and Chr 9, which both showed a higher frequency of co-localization with Xic in WT cells as compared to Chr 4, we noted that such co-localization events observed as expected for Chr 1 (one-tailed *p* = 0.35) but significantly more frequent for Chr 9 (one-tailed *p* = 0.03). These data suggest that transient proximity contacts occurred between the endogenous Xic and autosomes; while Chr 1 and Chr 4 exhibited similar frequencies at close distances with the endogenous *Xic*, Chr 9 had more frequent proximity contacts with *Xic*.

In TG cells with the Xic probes detecting both endogenous and the transgenic *Xic*, the co-localization between Xic and chromosome paint signals reflects both the genetic linkages and the transient proximity contacts. The co-localization frequency of Xic/Chr 1 in TG cells was comparable to that of Xic/Chr X, both of which were significantly higher than that of Xic/Chr 4 or Xic/Chr 9. Our overall observations thus support a genetic linkage between *Xic* and chromosome 1 equivalent to *Xic* and chromosome X. A high frequency of Xic/Chr 9 co-localizations observed in TG cells, as compared to that of Xic/Chr 4, was likely contributed by the frequent proximity contact between chromosome 9 and the *Xic* locus.

### *Xic* Transgene Represses Expression of Genes on Chr 1 With Close Spatial Proximity

Gene expression analysis from RNA-seq showed two major clusters of down-regulated genes from Chr 1 in TG cells when compared with WT controls (Figure 3A). This suggested to us that the *Xic* transgene may be integrated proximally to one of these two clusters in Chr 1. To test this, we designed DNA FISH probes targeting the sequence segments (170–210 kb) within the two transcriptionally repressed clusters in Chr 1 (Figure 3B): Segments B and E are 800 kb apart within the 1.5 Mb Cluster 1; Segments A and C are 250 kb apart within the 1.1 Mb Cluster 2. 

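The clustered genes on Chr 1 were *Igfbp2*, *Igfbp5* and *Tns1* in 1 region, with *Pax3* 3.98 Mb beyond *Tns1*, and *Lmod1* and *Tnnt2* in another. The other down-regulated genes of Chr 1 were *Pcp4l1* and *Kif26b*, 7.33 Mb apart, and *Sertad4*, 13.9 Mb from *Kif26b*. *Pax3* had a log2 fold change of -2.52 (standard error 0.34, adjusted p = 0.0035 from limma), *Kif26b* of -2.04, *Pcp4l1* of -2.21 and *Sertad4* of -1.12. *Atp2b4* and *Kif21b*, shown with the Chr 1 genes in Figure 1F, had log2 fold changes of -1.13 (adjusted p = 0.0869) and -1.11 (adjusted p = 0.0286), and voom on the recovered reads called both.

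**Figure D2:**
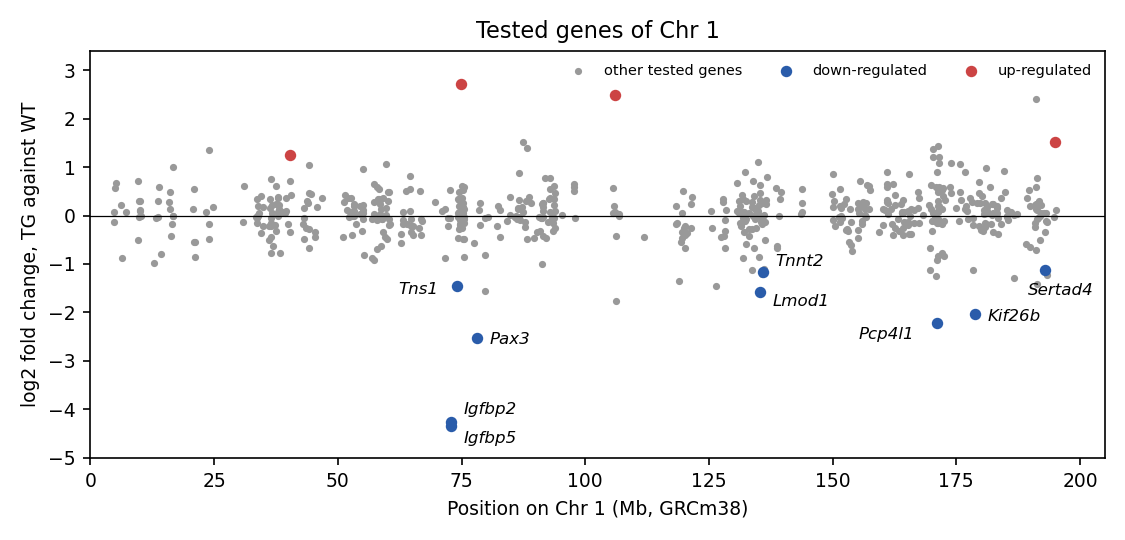
Log2 fold change between TG and WT (vertical axis) of each tested gene of Chr 1 at its position in Mb (horizontal axis), with 9 down-regulated genes in blue and named, 4 up-regulated genes in red and the others in grey. The grey points lie around 0 along the chromosome, and the lowest point is *Igfbp5*.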

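In GRCm38, *Igfbp2* begins at 72824480 and *Tns1* ends at 74124548, which gives Cluster 1 a length of 1.3 Mb. *Lmod1* begins at 135324813 and *Tnnt2* ends at 135852268, a length of 0.527 Mb. The gap from the end of *Tns1* to the start of *Lmod1* is 61.2 Mb.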

The chromosomal distance between Cluster 1 and Cluster 2 is 60 Mb. 

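*Igfbp2* ends at 72852474, 0.006 Mb from *Igfbp5*, which spans 72858065 to 72874865 of Chr 1. *Tns1* begins at 73910232, 1.03 Mb from *Igfbp5*. *Lmod1* ends at 135368065 and *Tnnt2* begins at 135836315, 0.468 Mb away.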

Among the transcriptionally repressed genes in TG cells, the Insulin-like growth factor binding protein genes *Igfbp2* and *Igfbp5* are located in Segment B; the actin-binding Tensin protein gene *Tns1* is in Segment E; the actin filament pointed end-capping protein Leiomodin 1 gene *Lmod1* is in Segment A; the cardiac muscle troponin T (cTnT) protein gene *Tnnt2* is in Segment C (Figure 3B). Among these five genes, *Igfbp2* and *Igfbp5* were most affected by the transgene, with an expression reduction of >95% in TG cells compared to WT controls; *Lmod1* expression was reduced by 69%, with *Tns1* expression reduced by 66% and *Tnnt2* expression reduced by 58%, in TG cells (Figure 3C and Supplementary Table 1). By contrast, the DNA primase large subunit gene *Prims2* is located 60 Mb distal of Cluster 1 with no expression change in the TG cells compared to WT controls. Similarly, the denticleless E3 ubiquitin protein ligase homolog gene *Dtl* is located 60 Mb distal of Cluster 2 and its expression was not affected by the transgene (Figure 3C).

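*Igfbp2* fell from 150 and 118 FPKM in the WT libraries to 6.56 and 6.35 FPKM in the TG libraries, a reduction of 95.2% ± 0.814 (SD, propagated from 2 libraries per genotype), with a log2 fold change of -4.27 (standard error 0.19, adjusted p = 4.2e-06 from limma). *Igfbp5* fell from 18.2 and 24.2 FPKM to 0.647 and 0.475 FPKM, from 984 and 2021 reads to 44 and 30. Its reduction was 97.4% ± 0.778 and its log2 fold change -4.35 (standard error 0.26, adjusted p = 2.9e-05). *Lmod1* had 45.8 and 45.1 FPKM in WT and 14.7 and 15.1 FPKM in TG, a reduction of 67.2% ± 0.717 (log2 fold change -1.57, adjusted p = 0.0012). For *Tns1* the values were 38.2 and 42.9 FPKM in WT and 14.1 and 14.9 FPKM in TG, a reduction of 64.3% ± 3.22 (log2 fold change -1.45, adjusted p = 0.0022). *Tnnt2* went from 51.2 and 58.6 FPKM to 23.2 and 25.0 FPKM, a reduction of 56.2% ± 4.78 (log2 fold change -1.17, adjusted p = 0.0066). Scaling the libraries to an equal upper quartile gave *Lmod1* a reduction of 68.7%, the alternative that moved it most. Without the variance trend, or with the replicate number as a block, *Lmod1*, *Tns1* and *Tnnt2* were no longer past an adjusted p of 0.01.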

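*Prim2*, the current symbol of the primase large subunit gene, lies on Chr 1 of GRCm38 from 33453808 to 33669808, between the centromere and Cluster 1, and 39.2 Mb from the start of *Igfbp2*. It had a mean of 35.7 ± 0.959 FPKM (SD, n = 2) in WT and 34.8 ± 2.35 FPKM (SD, n = 2) in TG, with a log2 fold change of -0.038 (standard error 0.18, adjusted p = 0.932 from limma).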

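*Dtl* spans 191537356 to 191575544, 55.7 Mb beyond the end of *Tnnt2*. Its mean was 18.4 ± 4.17 FPKM (SD, n = 2) in WT and 22.0 ± 1.22 FPKM (SD, n = 2) in TG. The log2 fold change was 0.26 (standard error 0.21, adjusted p = 0.548 from limma), less than the difference between the WT libraries, at 15.5 and 21.4 FPKM.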

**FIGURE 3:**
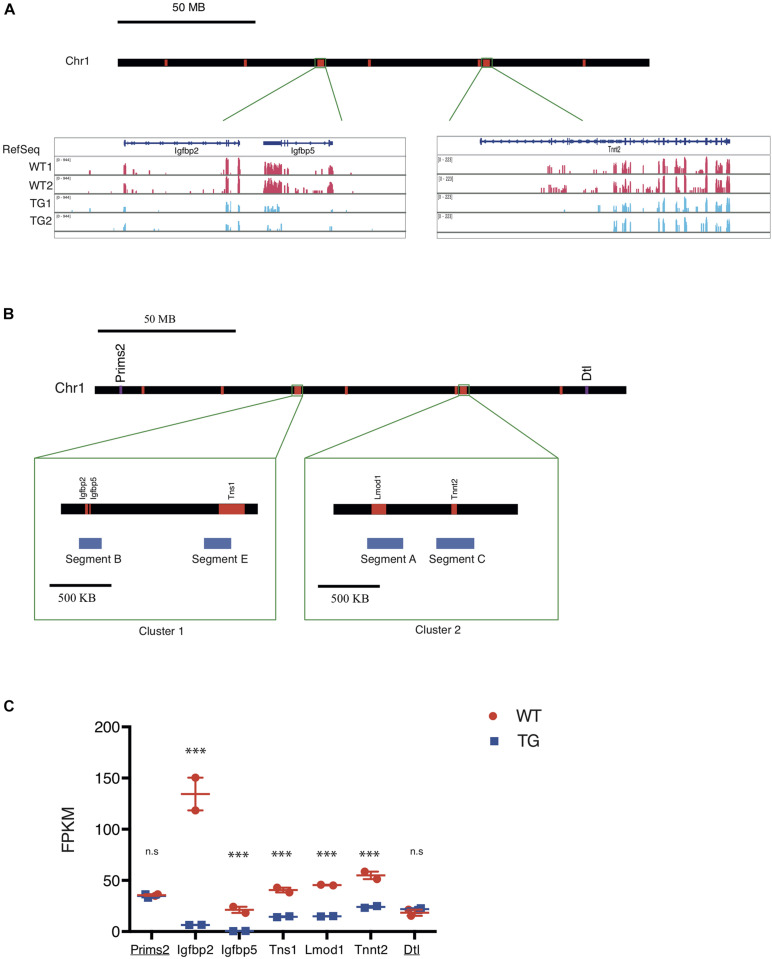
The *Xic* transgene induces transcriptional repression of genes clustered on chromosome 1. **(A)** Map of mouse chromosome 1 with regions of down-regulated genes labeled in red. Representative RNA-seq tracks showing transcripts in WT and TG fibroblast samples for three genes, *Igfbp2, Igfbp5*, and *Tnnt2*, which are located in two chromosomal regions. **(B)** Map of mouse chromosome 1 showing two clusters of down-regulated genes. Cluster 1 spans Chr1: 72, 824, 480-74, 124, 449; Cluster 2 spans Chr1: 135, 301, 535-136, 178, 014. Within Cluster 1, Segment B and Segment E correspond to transcriptionally repressed genes *Igfbp2*/*Igfbp5* and *Tns1*, respectively; whereas in Cluster 2, Segment A and Segment C correspond to transcriptionally repressed genes *Tnnt2* and *Lmod 1*, respectively. Two genes, *Prims2* and *Dtl* (labeled in purple), are located distal to the down-regulated genes (labeled in red) arranged in the chromosome. **(C)** FPKM values for the seven genes along the chromosome with their expression detected in WT (red) and TG (blue) cell samples by RNA-seq. *Prims2* and *Dtl* (underlined) are located outside of Clusters 1 & 2 that include *Igfbp2*, *Igfbp5*, *Tns1*, *Lmod1*, and *Tnnt2*. n.s., not significant; ^∗∗∗^*p* < 0.001.

We used the dual-color DNA-FISH to map the nuclear positions of the sequence segments relative to *Xic* inside the cell (Figure 4A). In the WT cell, two copies of Xic signals corresponded to the endogenous *Xic* sequence from two X chromosomes in the tetraploid male cell, together with four copies of the “Segment” signals from four Chr 1’s. In the TG cell, four copies of Xic signals were present, two from the endogenous genes and two from the transgenes, with four copies of the “Segment” sequence signals. As illustrated in Figure 4B, we measured the spatial distance between an Xic signal spot and a “Segment” signal spot within the three-dimensional nucleus, and recorded the two shortest straight-line distances among all pairwise measurements for each cell. In the WT control cell, the shortest distances between “Segment” and Xic represent the spatial proximity of the Chr 1 segment sequences to the endogenous *Xic*, when they become or are closely localized in the cell nucleus. In the TG cell, the shortest distances between “Segment” and Xic represent the spatial proximity of the Chr 1 segment to both the endogenous and the transgenic *Xic*. To compare the nuclear positions of four Chr 1 segments relative to *Xic* in the TG cell, we normalized the distance measurements in TG cells against the same measurements in the WT control cell. In doing so, we eliminated the bias due to any close transient associations between Chr 1 segment sequences and the endogenous *Xic*.

**FIGURE 4:**
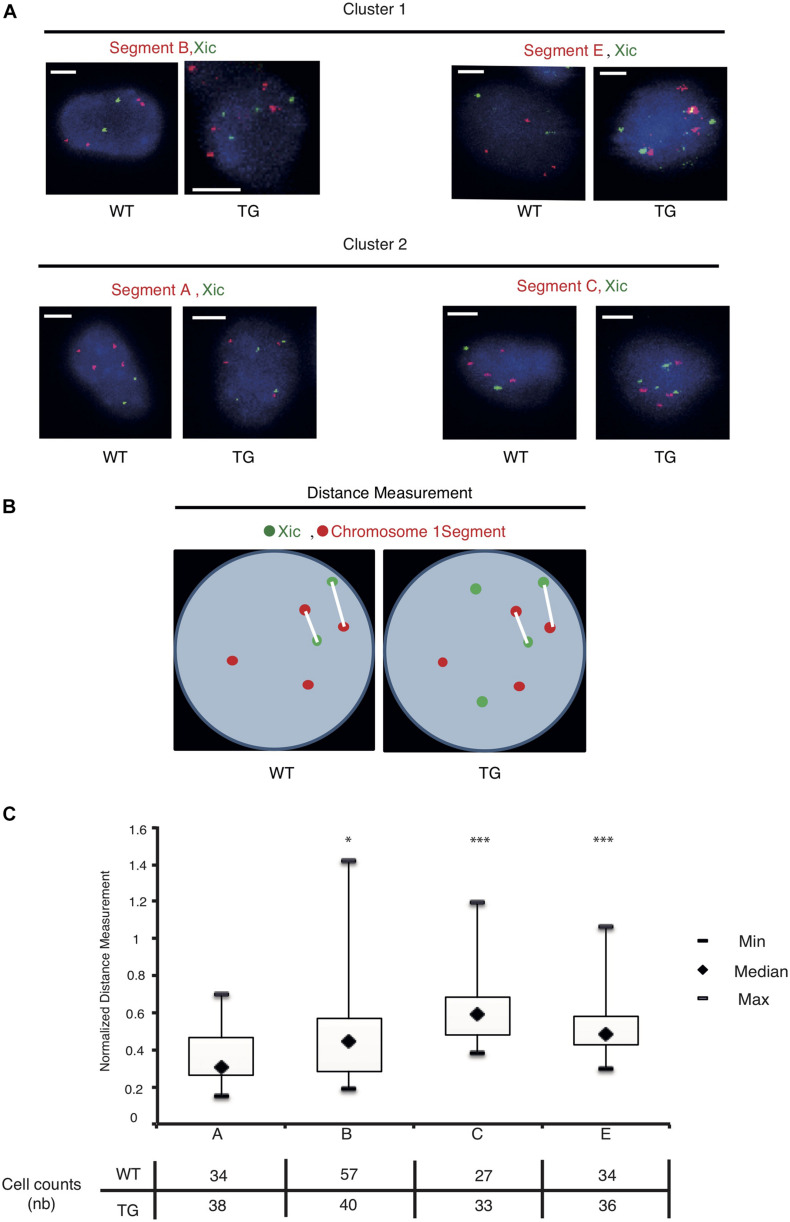
The *Xic* transgene is in spatial proximity with the transcriptionally repressed sequence segments on chromosome 1. **(A)** Dual-color DNA FISH is performed using chromosome 1 segment probes in combination with Xic probes as indicated for WT and TG TTFs. Representative images are shown; the scale bar is 5 μm in length. **(B)** Measurements of distance between the chromosome segment and Xic signals are illustrated with two shortest distances at display for each cell nucleus. **(C)** Boxplots of the normalized measurements for spatial distances between *Xic* and segments A, B, C, E, in TG cells. The table under the box plot shows the number of cells analyzed for each segment. ^∗^*p* < 0.05, ^∗∗∗^*p* < 0.001, by independent 2-group *t*-test as compared with Segment A.

Analysis of the normalized measurements showed that *Xic* had the closest spatial proximity to Chr 1 Segment A in the TG cell (Figure 4C). The comparisons of distance distributions illustrated that the spatial proximity between Segment A and *Xic* was significantly closer than the spatial distance between Segment C and *Xic*, even though Segment A and Segment C are both within the same Cluster 1. In contrast, Segment E is located in Cluster 2 and separated from Segment C with a large chromosomal distance of >60 Mb in between, however, displayed comparable spatial distance to *Xic* in the TG cell as Segment C. We noted that Segment B located in Cluster 2 showed the most variable spatial distance from *Xic*, with a median value close to the value of Segment A from *Xic*, even though Segment B is >60 Mb chromosomal distance away from Segment A. These results illustrate a model that *Xist* expressed from the *Xic* transgene on Chr 1 is capable of accessing various locations on Chr 1 for silencing, and that *Xist* RNA induces autosomal gene silencing by searching in three dimensions for sequences of close proximity (Figure 5).

**FIGURE 5:**
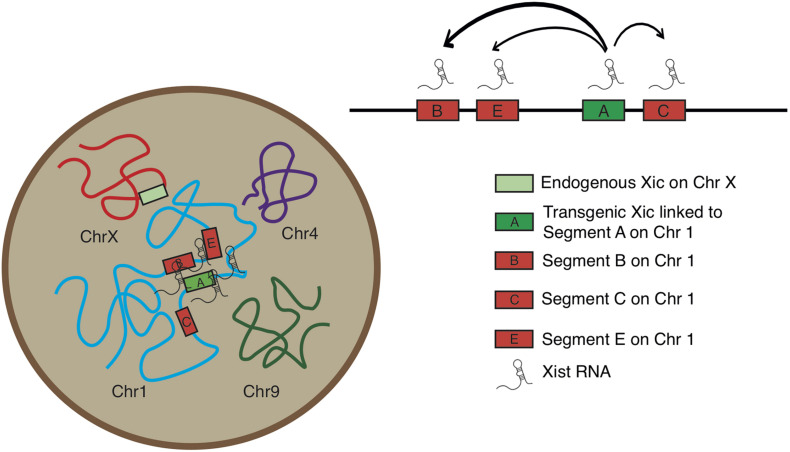
Model for *Xic* transgene activating *Xist* RNA and silencing chromosome 1 segments facilitated by three-dimensional chromosomal configuration.

## Discussion

*Xist* RNA and XCI are considered paradigms for studying epigenetic regulation and mechanisms of chromatin organization (Jégu et al., 2017; Galupa and Heard, 2018; Fang et al., 2019). Experimental models incorporating transgenes of the *Xic* sequence are foundational in defining the functional elements and mechanisms of XCI as previous studies have shown that the integration of *Xic* in an autosomal region can lead to *Xist* RNA expression (Heard et al., 1996; Lee and Jaenisch, 1997; Sun et al., 2015; Loda et al., 2017). Our results here using tail tip fibroblasts derived from *Xic* transgenic mice provide evidence for stable *Xist* expression induced by the *Xic* sequence integrated in chromosome 1. We have shown that the transgenic *Xist* expression causes transcriptional reduction of genes clustered in chromosome 1, suggesting chromosome silencing effect of the transgene. Moreover, by correlating the chromosome positions of sequence regions with their spatial distances in the cell nucleus, we have demonstrated that the silencing effect of transgenic *Xist* can extend to chromosome 1 regions across a physical chromosome distance of 60 Mb, and that three-dimensional chromosome conformation facilitates the proximity contacts of *Xist* RNA to access sequences across a large chromosome distance.

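Other tested genes within 1 Mb of each cluster were compared with 10000 random runs of as many neighbouring tested genes of the autosomes, one-sided. Around Cluster 1, 18 genes had a median log2 fold change of 0.0083, with 9 genes lower and 9 higher in TG, and 95% of random runs had medians from -0.16 to 0.35 (permutation p = 0.323). None of these 18 genes lies between *Igfbp2* and *Tns1*. *Wnt10a*, chosen after its value was seen, had 0 and 1 reads in the WT libraries and 70 and 52 in the TG libraries, and was at least 20.3-fold higher in TG than 3 reads in each WT library would give (adjusted p = 0.0049 from limma). Around Cluster 2, taken from *Lmod1* to *Tnnt2*, 27 genes had a median of 0.040 (permutation p = 0.386), and the 6 that lie inside it had a median of -0.11, with 5 lower in TG (permutation p = 0.159). The span that the paper's Figure 3 gives for Cluster 2 is wider and holds 10 of these genes, with a median of -0.056 and 7 lower in TG (permutation p = 0.203), among them *Kif21b* at a log2 fold change of -1.11 (adjusted p = 0.0286). Of the 6, *Lad1*, also chosen after its value was seen, had a log2 fold change of -1.21 (adjusted p = 0.0678). Both medians are close to 0 and fell below it when the libraries were scaled to an equal upper quartile, to -0.060 and -0.028. Without TG 1 they were 0.076 and 0.16, and without WT 2 they were 0.13 and -0.020.

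**Figure D3:**
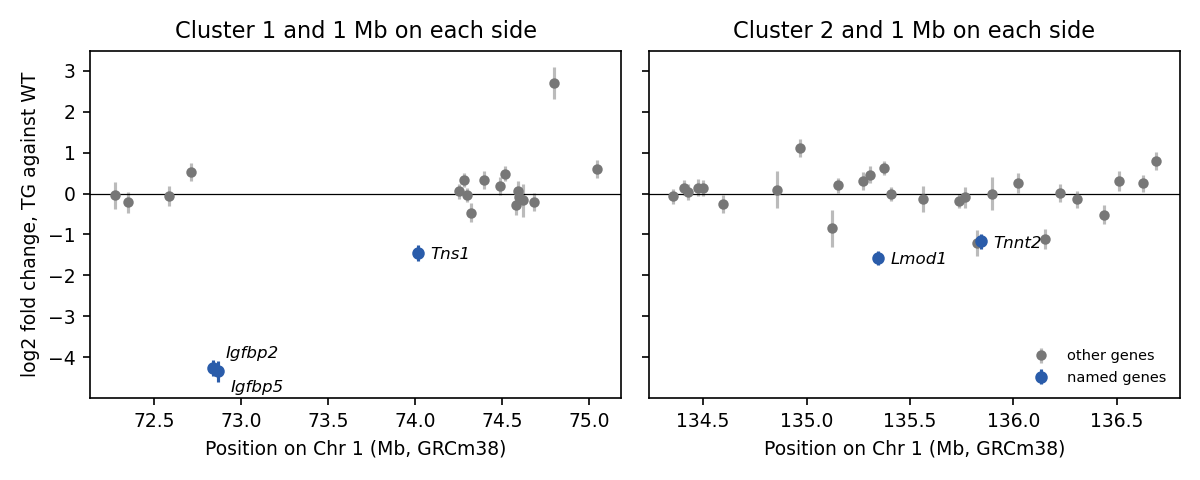
Log2 fold change between TG and WT with its standard error (vertical axis) of the named genes (blue) and of the other tested genes (grey) in and within 1 Mb of Cluster 1 and Cluster 2, by position on Chr 1 in Mb (horizontal axis). Most grey points lie near 0, with *Wnt10a* highest at a fitted value of 2.71.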

Three-dimensional organization of the chromosome and close proximity contacts have been identified as essential factors affecting *Xist* RNA spreading and chromosome silencing during XCI (Engreitz et al., 2013; Simon et al., 2013; Wang et al., 2019). In these studies, functional assays including RNA Antisense Purification (RAP), Capture Hybridization Analysis of RNA Targets (CHART), and Chromosome Conformation Capture (Hi-C) were used in combination with parallel sequencing for high-resolution maps of RNA-chromatin and chromatin-chromatin spatial interactions in established mouse cell lines. This current study took advantage of our previously established *Xist* transgenic mice and investigated the *Xist*-induced chromosome silencing in male mouse fibroblasts. The performed dual-color DNA FISH and image analysis allowed us to detect the spatial interactions between *Xist* and specific chromosomal regions at the single-cell level. The results obtained are consistent with the understanding that chromosome silencing by *Xist* is not a one-dimensional linear effect but is associated with three-dimensional spatial chromatin configuration and distances.

The transgenic mouse lines that we had previously generated incorporated the *Xic* sequence into autosomes to test whether a change in the flanking sequence of *Xist* would affect chromosome silencing. In fact, all autosomal *Xist* transgenes continued to express *Xist* and induce silencing of that autosome in mice (Sun et al., 2015; Carmona et al., 2018). However, it remained unclear how the non-coding RNA genes within the *Xic* locus (Figure 1A) interact and work together in the XCI process for mouse chromosomes. The transgenic mouse model has enabled us to analyze the *Xic* activity *in vivo* without affecting the endogenous *Xic* function in X-chromosome silencing and dosage compensation, which is essential for animal survival. As shown in the RNA-seq results here for Tg2087/+, five genes on chromosome X exhibited down-regulation in the TG male cell (Figure 1E). However, these genes were not clustered. 

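By limma, 3 X-linked genes were down-regulated, *Srpx2*, *Gpc3* and *Tspan7*. *Gpc3* had a log2 fold change of -2.99 (standard error 0.45, adjusted p = 0.0057), from 110 and 279 reads in WT to 26 and 2 in TG, and without TG 2 its log2 fold change was -2.30. *Tspan7* had a log2 fold change of -1.99 (standard error 0.23, adjusted p = 0.0013). *Sytl5* and *Nhsl2*, the other X-linked genes of Supplementary Table 1, had 7 and 7 reads and 0 and 7 reads in the TG libraries. *Sytl5* had a log2 fold change of -1.52 (adjusted p = 0.0825), and *Nhsl2* was below the filter on low values. With voom on the recovered reads, *Sytl5*, *Tspan7*, *Gpc3* and *Srpx2* were called, and also *Tspan6*, which is not in Supplementary Table 1 and was chosen after its value was seen.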

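*Tspan7* begins at 10485116 of chromosome X, *Gpc3* at 52272426 and *Srpx2* at 133908416, and the smallest gap between these genes is 41.7 Mb. *Sytl5* ends at 9998864, 0.486 Mb from *Tspan7*.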

Among the X-linked genes, the Sushi repeat-containing protein gene *Srpx2* was transcriptionally reduced by >95% (Supplementary Table 1). 

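*Srpx2* had 20.1 and 22.2 FPKM in the WT libraries and 1.63 and 0.326 FPKM in the TG libraries, from 529 and 902 reads and from 54 and 10 reads. The reduction was 95.4% ± 4.37 (SD, propagated from 2 libraries per genotype), and it was 92.3% without TG 2 and 98.5% without TG 1. Its log2 fold change was -4.03 (standard error 0.38, adjusted p = 4.6e-04 from limma).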

Although this gene does not affect mouse viability, the functional roles of *Srpx2* have been implicated in glutamatergic synapse formation and its mutations affect ultrasonic vocalizations in mouse pups (Sia et al., 2013). Therefore, transgenic *Xist* expression in autosomes could affect individual X-linked gene activities and lead to secondary phenotypic consequences.

Compared to chromosome 21 in human cells, which could be efficiently silenced by an inducible *XIST* transgene (Jiang et al., 2013), chromosome 1 in our transgenic mouse cells with a stably inserted *Xic* sequence did not show whole-chromosome silencing. Mouse chromosome 1 has around 2000 genes, and only 14 were significantly down-regulated, suggesting that the efficiency of *Xist*-induced chromosomal silencing can vary in different autosomes. 

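The file lists 1345 genes on Chr 1, of which 905 were above 0 in at least 1 library. The median log2 fold change of its tested genes was 0.044, with 295 of them lower in TG. Each chromosome was tested as a set with camera, limma's competitive set test with a preset correlation of 0.01 between genes, and adjusted over 20 chromosomes. Chr 1 had an adjusted p of 0.800, and 0.741 with fry, limma's self-contained set test. No chromosome had an adjusted p below 0.102 with camera, the value of Chr 9, or below 0.0892 with fry, the value of Chr 15. The median of Chr 1 changed sign with the scaling of the libraries, to -0.041 after quantile normalization, where the median of all tested genes was -0.013.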

Our results are, however, consistent with previously reported *Xist* transgenes on long-range silencing in autosomes, where epigenetic and genetic features like CTCF density, LINEs and SINEs may affect the silencing efficiency (Tang et al., 2010; Loda et al., 2017). As shown in Supplementary Figure 1, mouse X chromosome has a higher density of LINEs than mouse chromosome 1 while the SINEs density appears comparable between the two chromosomes, consistent with the previous findings on LINEs/SINEs patterns and effects (Loda et al., 2017). Similarly in humans, the X chromosome also has a higher density of LINEs than chromosome 21, suggesting that additional factors such as small chromosome size may have contributed to the high-efficiency of *XIST*-mediated silencing in the Down syndrome model. The *XIST* transgene insertion site also likely played a role in the observed autosomal silencing efficiency, as autosomal flanking regions can impact the recruitment of heterochromatin marks. And lastly, it has also been noted that *XIST*-induced chromosomal silencing becomes less efficient after cell differentiation (Kelsey et al., 2015).

We also point out here that three other situations may have contributed to the low silencing efficiency of the *Xist* transgene integrated in chromosome 1 of Tg2087/+ male fibroblasts: (1) the transgenic *Xist* expression is driven by its native promoter and the expression level in the male fibroblasts was lower than any inducible transgene expression or the endogenous *Xist* in female cells; (2) the TTFs are fully differentiated mouse cells that were isolated from the transgenic animals, which may have developed transcriptional compensation in the presence of the transgene; (3) other chromosomes (e.g., Chr 9) may be competing with chromosome 1 in the spatial proximity space for close contacts with *Xist* RNA. In order to investigate these effects, high-resolution mapping of the transgene integration sequence and functional studies of RNA-chromatin and chromatin-chromatin interactions would need to be performed. The high-throughput sequencing of transcriptomes with allelic differences will enhance the resolution and accuracy of the outcomes. In particular, the Tg2087 mouse line is maintained in a C57BL/6J strain background. To introduce known SNPs for allelic distinctions, F1 hybrids would be obtained from crosses between Tg2087-C57BL/6J (of *M. m. musculus*) and CAST/EiJ (of *M. m. castaneus*). Afterward, CHART-seq would be performed in combination with *in situ* Hi-C to map the *Xist* interacting chromatins and the spatial chromatin-chromatin interactions in the TG cells.

In general, our data supports a model that *Xist* silencing is dependent on the three-dimensional chromosomal architecture. It has also been previously noted that XCI involves multiple parallel pathways and cooperation among various factors. For example, YY1 and HnrnpU facilitate *Xist* RNA localization, and the polycomb repressive complexes (PRC1 and PRC2) are the central epigenetic regulators recruited to the inactive X chromosome (Lu et al., 2017; Colognori et al., 2019; Monfort and Wutz, 2020). Understanding how these factors are used by *Xist* in silencing autosomal sequences and also the direct comparison of endogenous and transgenic *Xic* will no doubt further deepen our knowledge of RNA-mediated regulation in epigenetic changes.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The sequencing data have been deposited in NCBI’s Gene Expression Omnibus (GEO) with the Accession number GSE 156393. Additional data information can be found in the article/Supplementary Material.

## Author Contributions

BL, C-HW, and SS designed the research. C-HW and SJ performed the RNA-seq experiment under the supervision of AM. IN, SJ, and BL performed the RNA-seq data analysis. BL performed the FISH experiments. IN and BL performed the image and data analyses. SC provided the fibroblast cell lines from transgenic mice, reagents for FISH, and illustration for Figure 5. AM provided the reagents and analytic tools for the RNA-seq analyses. C-HW and WL contributed in drafting the manuscript. IN, BL, and SS wrote the manuscript with input from all authors.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

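RNA-seq was performed on 2 WT and 2 TG libraries from SV40-immortalized, tetraploid male tail tip fibroblasts. The authors aligned paired-end reads to mm10 with Rsubread, counted them per gene and converted the counts to FPKM with the R package named in the methods, and they tested differential expression with DESeq on the counts. The deposited values are FPKM, one column per library. Gene lengths, library totals and counts are not in that matrix, so the count test was not repeated on it.

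All 4 libraries were used, and each was assigned to its genotype from its label. Genes were placed on GRCm38 by symbol with the RefSeq annotation of its last patch: 23726 symbols matched directly, 104 matched an older symbol and 94 were not matched. Distances were measured between gene bodies.

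The main comparison of TG with WT used limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a variance trend) on log2(FPKM + 0.5). It covered the 11524 genes with a mean FPKM of at least 0.5 and used Benjamini-Hochberg adjustment. The thresholds, an adjusted p under 0.01 and a log2 fold change of at least 1 in size, are those of the paper. Percent reductions were computed from the mean FPKM of each genotype. The test, the filter, the thresholds, the alternatives listed below (apart from those marked as added) and the gene lists were set before the data were examined.

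At low expression, the FPKM values of a gene stood in ratios of whole numbers between libraries. The library totals and the whole reads of each gene were worked out from these ratios for all 15530 genes above 0, with a common factor set from the exonic length for 507 genes. The effective gene length was most often 149 bases shorter than the exonic length. The result was checked against the paper's Supplementary Table 1, whose genotype means are normalized counts: for 129 of its 130 genes the recovered reads, divided by size factors, gave means within 0.1% of the listed ones in both genotypes. The size factors were 0.802 and 1.235 for WT 1 and WT 2 and 1.076 and 0.960 for TG 1 and TG 2. The totals range from 9465712 to 14639946 reads, so WT 2 was sequenced 1.55 times as deeply as WT 1. Intervals and limits derived from reads cover counting error only.

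Chromosomes were compared by Fisher's exact test over the tested genes, with Benjamini-Hochberg adjustment over 20 chromosomes and Wilson intervals for percentages (scipy 1.17.1 in Python 3.11.15). Clustered genes were counted with a gap under 5 Mb and compared with 10000 random draws of tested genes of the same chromosome. Genes within 1 Mb of Cluster 1 and Cluster 2 were compared with random runs of neighbouring tested genes. Chromosomes and 3 gene lists (contractile genes, extracellular matrix genes and cell cycle genes) were tested as sets with camera at a preset correlation of 0.01 and with fry, and the lists also with an estimated correlation.

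The genes named are those that the paper's text names for the RNA-seq, the genes of the *Xic* in Figure 1A, the genes of Figure 1F on Chr 1, Chr 2 and Chr 9, the genes of Supplementary Table 1 on Chr 1 and Chr X, the 5 largest falls and 4 of the 5 largest rises that moved the same way in every comparison of a TG with a WT library, the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, members of the lists, and the genes that limma called down-regulated on Chr 2, Chr 8, Chr 9 and Chr X, which the test itself picked. Any other gene is named as chosen after its values were seen.

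The alternatives were a pseudocount of 1 or 0.1, all genes above 0 or a mean FPKM of at least 1, no variance trend, upper-quartile scaling, quantile normalization, the replicate number as a block, each library left out in turn, an adjusted p under 0.05 and a fold change cutoff of 0.5. For the later steps they were all genes of the file as the denominator, distances between gene starts, a gap under 1 Mb, genes inside the clusters only or within 3 Mb, and the other set tests. Limma's voom method on the recovered reads with median-ratio size factors, the neighbours of the clusters without the genes of Supplementary Table 1, and the genes inside the span of Cluster 2 in Figure 3, were added after seeing the data. With 1 library left out, an arm holds 1 library, so only fold changes and reductions were computed.

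The tests were tried on simulated reads with the depths of these libraries and 200 changed genes at a log2 fold change of 2. The changed genes averaged at least 50 reads, and every gene had a dispersion of 0.03. The main test called 198 of them and 8 unchanged genes, and voom called 200 and 4. These counts do not give the power for smaller changes, fewer reads or noisier genes. In the real libraries limma called 51 of the 128 tested genes of Supplementary Table 1. The FISH measurements were not analysed here.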

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

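Of the tests named in this part, limma, upper-quartile scaling and quantile normalization were set before the data were examined. All others were chosen after the results were seen.

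Some of the largest rises in TG concern genes that the paper does not discuss, and the level of each was above that of the WT libraries. *Igfbp3* rose by a log2 fold change of 4.16, *Ramp3* by 4.01, *2200002D01Rik* by 3.06 and *Igfbp6* by 2.98. Their adjusted p-values from limma ran from 4.7e-05 to 0.0011, and each was higher in 2 of 2 TG libraries. WT 1 held 0 reads of *Igfbp3* and *Ramp3*, so the fitted fold changes of these genes depend on the pseudocount. The scaling of the libraries was tested by upper-quartile scaling, quantile normalization and voom on the recovered reads: the lowest log2 fold change of these 4 genes was 2.91 and the highest adjusted p 0.0044, which argues against scaling as the cause. A difference between the fibroblast cultures other than the transgene stays open. With 2 libraries per genotype, and cultures that each have 1 genotype, an effect of the transgene and a difference between cultures cannot be told apart.

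*Jpx*, which lies inside the transgene and is not discussed among the RNA-seq results, had a mean FPKM of 0.576 in TG, above that of 0.174 in WT. Its reads relative to depth were 2.96 times as high in TG as in WT (48 against 17 reads, exact binomial p = 5.3e-05, which covers counting error only). The ratio was 6.59 without WT 2, 2.18 without WT 1, 3.59 without TG 1 and 2.38 without TG 2. If each TG cell carries 3 copies of the *Xic* for each copy in a WT cell, gene dose alone predicts a ratio of 3. The genes at the ends of the transgene gave ratios of 1.79 for *Ftx*, which fell to 1.09 without TG 1, and 0.983 for *Chic1*, which rose to 1.82 without WT 2. How much of each the transgene carries is not stated, so gene dose predicts no set ratio for them. A gene dose effect and a change in the expression of the endogenous gene cannot be told apart, since the reads do not separate the transgene from the endogenous locus and *Jpx* has few of them.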

How the results depend on the processing

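Limma's voom method on the recovered reads, the neighbours of the clusters without the genes of Supplementary Table 1, and the genes inside the span of Cluster 2 in Figure 3, were chosen after seeing the data.

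The directions of the 5 named cluster genes, *Srpx2* and *Xist* held under every alternative that gave a value, and their changes stayed past a log2 fold change of 1. Chr 1 carried the most down-regulated genes, alone or level with another chromosome, under the 12 alternatives tried for it. In all, 274 of 348 main results under an alternative were unchanged, 33 became weaker, 10 stronger and 24 reversed. The other 7 moved by more than the spread between replicates. Unchanged meant the same direction and side of the threshold, or for numbers of genes a ratio of at most 1.5. Of 425 values of single genes, 365 were unchanged, 44 became weaker, 9 stronger and 7 reversed. The unchanged results include all 17 main results and 28 single genes under the cutoff of 0.5, which called the same genes. The causes were not tested except where stated.

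The number of down-regulated genes was 1 among all genes above 0, 6 without the variance trend, 8 with the replicate block, 121 at an adjusted p under 0.05 and 153 with voom. The number of up-regulated genes under these alternatives was 0, 3, 12, 229 and 126. Testing all genes above 0 lowered the prior degrees of freedom of the variance from 8.49 to 3.82 and raised the number of tests, and at an unadjusted p under 0.05 it had 222 lower and 429 higher genes past the fold change threshold. The replicate numbers do not pair the libraries: the correlation between the differences of WT and TG libraries of 1 number was -0.028, so the block only removes a degree of freedom. With a pseudocount of 1, 0.1, a mean FPKM of at least 1, upper-quartile scaling or quantile normalization, down-regulated genes numbered from 47 to 59 and shared between 47 and 54 genes with the main list of 54.

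The odds ratio of Chr 2 crossed 1 with a pseudocount of 1 (0.552% down-regulated), a mean FPKM of at least 1 (0.598%), no trend (0.110%), upper-quartile scaling (0.552%), the replicate block (0.110%), voom (1.88%) and an adjusted p under 0.05 (1.21%). The share of Chr 9 was 0% among all genes above 0. None of the 12 alternatives gave Chr 1 an adjusted p under 0.05, with a range from 0.0530 to 1. X-linked genes called down numbered 0 among all genes above 0, 0 without the trend, 1 with the replicate block and 5 with voom.

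For clustered genes, Chr 1 had 0 among all genes above 0, where 1 gene was called. It had 2 without the trend, 2 with the replicate block, 9 at an adjusted p under 0.05 and 4 with a gap under 1 Mb. With voom it had 12, where the draws gave a mean of 10.9 (permutation p = 0.416). Under the other alternatives Chr 1 had 6, as in the main comparison. Chr 2 had 3 with a pseudocount of 1, 2 with 0.1, 0 among all genes above 0, 3 with a mean FPKM of at least 1, 0 without the trend, 3 with upper-quartile scaling, 2 with quantile normalization, 0 with the replicate block, 14 with voom, 9 at an adjusted p under 0.05 and 0 with a gap under 1 Mb. Its permutation p was 0.0468 with a log2 fold change cutoff of 0.5 and 0.0467 with distances between gene starts, and 0.0689 or higher under the other alternatives with more than 1 gene called. Chr 9 had 0 among all genes above 0, 0 without the trend, 0 with the replicate block, 8 with voom, 4 at an adjusted p under 0.05 and 0 with a gap under 1 Mb, below the mean of the draws in the last 3.

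The medians of the other genes around the clusters and of Chr 1 lie near 0 and changed sign with small shifts. Around Cluster 1 the median was -0.0031 among all genes above 0, -0.060 with upper-quartile scaling, -0.098 with quantile normalization and -0.059 with voom, and from 0.0018 to 0.13 across the fits that each left out one replicate, with 0.13 without WT 2. Around Cluster 2 it was -0.028 with upper-quartile scaling, -0.064 with quantile normalization, -0.018 with voom, -0.11 inside the cluster only and -0.056 inside the span of Figure 3, and from -0.020 to 0.16 across the fits that each left out one replicate. For all of Chr 1 it was -0.019, -0.041 and -0.010 with these 3 scalings, which moved the median of all tested genes from 0.071 to 0.0071, -0.013 and 0.011. Leaving out the genes of Supplementary Table 1 removed 1 gene around Cluster 2, with a median of 0.069, and none around Cluster 1. No tested gene other than the named ones lies inside Cluster 1, so that alternative has no value there.

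*Xist* passed both thresholds with voom (log2 fold change 6.55) and at an adjusted p under 0.05 (2.34). Among all genes above 0, *Igfbp5* (-4.35), *Lmod1* (-1.57), *Tns1* (-1.45) and *Tnnt2* (-1.17) were not past an adjusted p of 0.01, and *Lmod1* (-1.57), *Tns1* (-1.45) and *Tnnt2* (-1.17) were not past it without the trend or with the replicate block. The fold changes are unchanged there because these alternatives alter only the variance or the number of tests. The reduction of *Lmod1* was 68.7% with upper-quartile scaling and 68.6% with voom. *Ddx3y*, close to 0, reversed to -0.0025 with a pseudocount of 0.1, -0.064 with upper-quartile scaling, -0.058 with quantile normalization and -0.066 with voom, and *Kdm5d* to -0.031, -0.028 and -0.044 with these 3 scalings.

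The median of the matrix genes ran from -1.02 to -0.67 across the fits that each left out one replicate, with -1.02 without TG 2. The cell cycle genes passed an adjusted p of 0.05 with fry (median 0.17), among all genes above 0 (0.17) and with voom (0.11).

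The depth limits *Jpx*, *Sytl5*, *Nhsl2* and *Xist* in WT, each with few reads in at least 1 genotype. In 200 simulations, a loss of 1 of 4 copies was added as a shift of -0.42 to the observed log2 fold changes of 18 neighbouring genes. It was detected in 96%, and runs left unchanged passed in 6.5%. Runs as long as those around and inside Cluster 2 were not simulated.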

Differences from the paper's values

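No test was chosen here after the results were seen, apart from voom on the recovered reads, which was chosen after seeing the values. The paper's text reports 130 down-regulated genes, where limma called 54. Of the alternatives set before the data were examined, an adjusted p under 0.05 gave 121, within 1.5 times the paper's number, and the others gave between 1 and 59. Voom gave 153, also within 1.5 times.

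For down-regulated genes on Chr 1, Chr 2 and Chr 9, the paper gives 14, 12 and 11, where limma called 9, 4 and 5. An adjusted p under 0.05 gave 13, 11 and 9, close to the paper's numbers, as did voom with 17, 17 and 13, chosen after seeing the values. None of the other alternatives set before the data were examined came within 1.5 times. For Chr X the paper gives 5 genes, where limma called 3. An adjusted p under 0.05 gave 4 and voom, chosen after seeing the values, gave 5, of which *Tspan6* is not in Supplementary Table 1 and *Nhsl2* of that table is missing, and the other alternatives gave between 0 and 3.

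The paper counts 5 clustered genes on Chr 2, where 3 were found here. The alternatives set before the data were examined gave between 0 and 9, none within 1.5 times, and voom gave 14. For Chr 8 the paper counts 3 clustered genes in its discussion of the cutoff of 0.5, where limma found 0 at either cutoff. At the cutoff of 1, an adjusted p under 0.05 gave 2 of 7 genes. Voom, chosen after seeing the values, gave 2 of 8 at that cutoff, and the other alternatives gave 0. At the cutoff of 0.5, an adjusted p under 0.05 called 15 genes on Chr 8 and voom 20, and their clustering was not counted.

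The paper's percentage for Chr 2 is 0.7%, from 12 of 1693 genes, where limma gave 0.442% of the 906 tested genes. A pseudocount of 1 and upper-quartile scaling gave 0.552% and a mean FPKM of at least 1 gave 0.598%, each within 1.5 times. Each of these called 5 genes, so the shares lie near the paper's only because fewer genes were tested than the paper counts. The other alternatives set before the data were examined did not close the gap. Among them, all genes of the file as the denominator gave 0.201%. At the cutoff of 0.5, the paper's Supplementary Table 2 gives 1.9% of 957 genes for Chr 8 and 1.8% of 1148 genes for Chr 9. Limma gave 0.470% and 0.770% of the 638 and 649 tested genes. An adjusted p under 0.05 gave 2.35% and 2.16%, within 1.5 times for both, and the other alternatives set before the data were examined did not, with the highest at 0.498% for Chr 8 and 0.924% for Chr 9. Voom gave 3.13% and 3.85%. In numbers of genes, an adjusted p under 0.05 gave 15 and 14, against 18 and 21 in the paper.

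The paper's text places *Prim2*, which it writes as *Prims2*, 60 Mb from Cluster 1, and the distance in GRCm38 is 39.2 Mb. No processing choice affects it.

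Some statements of the paper differ from these results. The paper places *Prim2* distal of Cluster 1, and in GRCm38 it lies from 33453808 to 33669808, proximal of *Igfbp2*, which begins at 72824480. The paper states that Chr 8 ranked among the top chromosomes at the cutoff of 0.5, where limma ranked it eighth. At an adjusted p under 0.01 that cutoff called the same genes as the cutoff of 1, so this rank cannot decide the point. At an adjusted p under 0.05, the cutoff of 0.5 gave Chr 8 2.35%, level with Chr 1, against 2.16% for Chr 9. With voom the shares were 3.13% for Chr 8, 3.45% for Chr 1 and 3.85% for Chr 9. The text counts 14 down-regulated genes on Chr 1, and the paper's Supplementary Table 1 lists 15 there. Figure 1F shows 7 clustered genes on Chr 1, and 10 of the 15 genes of Supplementary Table 1 on Chr 1 lie under 5 Mb from another. *Pax3*, which is in Supplementary Table 1 and lies 3.98 Mb from *Tns1*, is not among the genes shown. Of the genes shown, limma did not call *Atp2b4* (adjusted p = 0.0869) and *Kif21b* (adjusted p = 0.0286) on Chr 1, or *Cercam* (adjusted p = 0.0258), *Col5a1* (adjusted p = 0.0127) and *Notch1* (adjusted p = 0.0483) on Chr 2. Voom, chosen after seeing the values, called all 5 of them. The paper states that its down-regulated X-linked genes were not clustered, and *Sytl5* and *Tspan7*, both in Supplementary Table 1, lie 0.486 Mb apart.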

Other observations

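The tests on a loss of copies around the clusters were set in advance, except that on the wider span given in the paper's figure. Also set in advance were the set tests of the contractile, matrix and cell cycle lists and of the contractile genes outside Chr 1. So was Fisher's exact test of the genes called by limma. The test on the wider span and all others in this part were chosen after the results were seen.

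The genes of Cluster 1 and Cluster 2 were lower in TG, and several explanations were tested. A loss of copies that reaches 1 Mb around the clusters in the TG line would lower the other genes there, by -0.42 on the log2 scale for 1 of 4 copies, but their medians were 0.0083 around Cluster 1 and 0.040 around Cluster 2, which argues against a loss of that extent. A loss of all of Cluster 2 that explained *Lmod1* (-1.57) and *Tnnt2* (-1.17) would lower the 6 other tested genes between them by similar amounts. All of them but *Lad1* (-1.21) lay between -0.19 and 0.63, with standard errors from 0.17 to 0.32. For these genes, that argues against such a loss as the whole cause. A smaller loss, or one confined to Cluster 1 or to single genes of Cluster 2, stays open. No other tested gene lies inside Cluster 1, and the 6 inside Cluster 2 had a median of -0.11, with 5 lower in TG (permutation p = 0.159) and 95% of random runs from -0.31 to 0.51. The 10 inside the wider span of Figure 3 had a median of -0.056 (permutation p = 0.203). Silencing in cis of only the 2 transgene-bearing copies of Chr 1 among 4 would lower a gene by up to 50%. In every comparison of a TG with a WT library, *Igfbp2* and *Igfbp5* were reduced by at least 94.5% and *Tns1* and *Lmod1* by at least 61.1%, which argues against that explanation alone for these genes. For *Tnnt2*, with a lowest reduction of 51.2%, it stays open, since genes called at a log2 fold change of -1 or lower lie past 50% by selection. A lower expression of contractile genes across the genome stays open: the contractile genes off Chr 1 had a median log2 fold change of -0.42, with 17 of 17 lower (adjusted p = 2.1e-08 with camera, 0.0024 with fry and 0.0556 with an estimated correlation). *Tns1*, *Lmod1* and *Tnnt2* may therefore have fallen in part with contractile genes on other chromosomes. *Igfbp2* and *Igfbp5* fell further, and *Igfbp3* and *Igfbp6* on other chromosomes rose. An effect of *Xist* on these regions, which the design names through the genotype, was not tested against a difference between cultures.

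Contractile genes (20 tested, 20 lower) had a median log2 fold change of -0.47 and matrix genes (21 tested, 19 lower) of -0.82, with adjusted p-values of 1.4e-10 and 1.4e-14 with camera, 0.0019 for both with fry and 0.0291 for both with an estimated correlation. Over all tested genes 6 contractile and 12 matrix genes had an adjusted p under 0.05, and 8 and 18 adjusted over the list alone. The study picked 6 of the contractile and 9 of the matrix genes for Supplementary Table 1 from these libraries, so the latter counts are not independent evidence. Selection by the study was tested by leaving these genes out: the median closer to 0 was then -0.27, with 14 of 14 contractile and 10 of 12 matrix genes lower (adjusted p = 2.2e-04 with camera for both, 0.0087 and 0.0092 with fry, 0.0842 with an estimated correlation). Random lists matched in gene length, GC content and expression level had medians no lower than -0.35 for the contractile list (permutation p = 0.0001, the smallest that 10000 draws can give), and under 3 other scalings the median closest to 0 was -0.54. These values argue against each of the 3 as the whole cause. These fibroblasts expressed 20 of 23 contractile and 21 of 24 matrix genes above the filter on low values. A difference between cultures in their contractile state, unrelated to the transgene, was not excluded. The cell cycle list (22 tested, 17 higher) had a median of 0.17, with an adjusted p of 0.0697 with camera, 0.0209 with fry and 0.184 with an estimated correlation, and 1 gene passed an adjusted p of 0.05 over all genes and adjusted over the list alone.

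Reads of *Xist* were present in WT 2 (28) and absent in WT 1. The larger depth of WT 2 predicts a split that the reads did not follow (exact binomial p = 1.42e-06). A change of *Xist* alone is argued against by *Igfbp3* and *Ramp3*, also with 0 reads in WT 1 and at least 100 in each TG library, which together had 46 reads in WT 2, a pooled share of 6.88% of their TG level. Carry-over of TG cells, RNA or reads into WT 2 is a candidate explanation. No gene with at least 100 reads in each TG library had a share below 4.88% in WT 2. In WT 1, 5 such genes were under 4%. Of the 14 such genes with a mean share under 15% in WT, 11 were higher in WT 2 than in WT 1. Over these 14 genes the excess of WT 2 had a median of 5.94 percentage points. It ranged from -2.31 to 12.0 points, so not every one was raised in WT 2. The shares of *Igfbp3*, *Ramp3* and *Xist* in WT 2 differed by no more than counting error (exact multinomial test by Monte Carlo draws, p = 0.193). A difference between the WT cultures in many genes is another: 27 genes with 20 to 99 reads in each TG library had 0 reads in WT 1 and a pooled share of 23.9% in WT 2, more than such a carry-over gives. The reverse, 0 reads in WT 2, was seen for 0 genes. Both explanations stay open, alone or together, and neither bears on the rise of *Xist* between WT 1 and the TG libraries.

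Chr 1 held the most down-regulated genes. Chance placement of these genes among the tested genes gave an adjusted p of 0.0530 in Fisher's exact test, which leaves chance and a concentration on Chr 1 open, so that they cannot be told apart at this number of genes. Fisher's exact test on the tested genes of Supplementary Table 1, which were 2.35% of the tested genes of Chr 1, gave an adjusted p of 0.109 (exact p = 0.00543) for that chromosome. For the number of down-regulated genes under 5 Mb apart over all chromosomes, 0.164 of the random draws of tested genes reached the number seen, so chance spacing and a few local groups cannot be told apart. In 200 simulations with as many genes per autosome as called, 2 groups of 3 neighbouring genes on Chr 1 were detected in 12.5%, and 1 pair of neighbours on each autosome with at least 2 called genes in 100%.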
